# Optimal Brassinosteroid Levels Are Required for Soybean Growth and Mineral Nutrient Homeostasis

**DOI:** 10.3390/ijms22168400

**Published:** 2021-08-05

**Authors:** Ling Cheng, Man Li, Wanling Min, Mengke Wang, Rongqing Chen, Wenfei Wang

**Keywords:** brassinosteroid, soybean, nutrient, transcriptome analysis, transporter

## Abstract

Brassinosteroids (BRs) are steroid phytohormones that are known to regulate plant growth and nutrient uptake and distribution. However, how BRs regulate nutrient uptake and balance in legume species is not fully understood. Here, we show that optimal BR levels are required for soybean (*Glycine max* L.) seedling growth, as treatments with both 24-epicastasterone (24-epiCS) and the BR biosynthesis inhibitor propiconazole (PPZ) inhibit root growth, including primary root elongation and lateral root formation and elongation. Specifically, 24-epiCS and PPZ reduced the total phosphorus and potassium levels in the shoot and affected several minor nutrients, such as magnesium, iron, manganese, and molybdenum. A genome-wide transcriptome analysis identified 3774 and 4273 differentially expressed genes in the root tip after brassinolide and PPZ treatments, respectively. The gene ontology (GO) analysis suggested that genes related to “DNA-replication”, “microtubule-based movement”, and “plant-type cell wall organization” were highly responsive to the brassinolide and PPZ treatments. Furthermore, consistent with the effects on the nutrient concentrations, corresponding mineral transporters were found to be regulated by BR levels, including the *GmPHT1*s, *GmKT*s, Gm*VIT2*, *GmZIP*s, and *GmMOT1* genes. Our study demonstrates that optimal BR levels are important for growth and mineral nutrient homeostasis in soybean seedlings.

## 1. Introduction

Brassinosteroids (BRs) are a group of steroid phytohormones, which have critical effects on cell elongation and diverse developmental and physiological processes [1,2]. BRs are recognized by their leucine-rich repeat (LRR) transmembrane receptor-like kinase BRI1 (BRASSINOSTEROID-INSENSITIVE 1) and co-receptor BAK1 (BRI1-ASSOCIATED RECEPTOR KINASE 1). Through a signaling cascade of phosphorylation and de-phosphorylation, the signal is transduced to the BZR (BRASSINAZOLE-RESISTANT) family of transcription factors and regulates the expression levels of thousands of downstream BR-responsive genes [2].

Recently, studies in legume species revealed that BRs are involved in photomorphogenesis and skotomorphogenesis, root development, flowering, pod development, nodulation, gravitropism, senescence, and response to drought stresses [3,4,5,6]. Soybean fresh weight and growth were decreased after a root-applied epibrassinolide treatment [3]. Brassinolide (BL) was found to promote hypocotyl and epicotyl elongation under light, but inhibit epicotyl development in the dark [3]. Low levels of BRs caused by treatment with the biosynthesis inhibitor, brassinazole, resulted in an increase of the nodule number and suppressed the pod growth in soybean [7,8]. However, the BR-deficient mutants, *lk* and *lkb*, and the receptor mutant, *lka*, displayed a reduced nodulation in pea (*Pisum sativum*), and the *mtbri1* mutant displayed a decreased nodulation and symbiotic nitrogen fixation in *M. truncatula* [9], which indicates the complex regulation on nodulation by BRs [10]. In addition, BL treatment repressed the negative gravitropism of shoot and delayed the leaf senescence in soybean [3]. BRs improved the photosynthesis and increased the chlorophyll content in soybean when the foliar was applied before drought stress [6]. When exogenous BRs and the specific BR biosynthesis inhibitor, propiconazole (PPZ), were applied to soybean and other plants, transcriptional analyses revealed a wide range of cellular activities and biological processes, such as cell wall organization, carbohydrate metabolism, and cellular response to oxidative stress [11,12]. The BR biosynthesis genes, *GmCPDs* (*CONSTITUTIVE PHOTOMORPHOGENESIS AND DWARFISM*), are shown to be involved in flowering control and floral development [13]. From soybean and medicago, the BR receptors, *GmBRI1* and *MtbBRI1*, were cloned and functionally analyzed in Arabidopsis [9,14] and were able to restore the dwarf phenotype of a weak allele of the *AtBRI1* mutant, *bri1-5*. Moreover, several soybean *BZR* family genes were analyzed, and *GmBZL2* and *GmBZL3* were reported to play conservative roles in the BR signaling pathway [15,16]. GmBEHL1, a close ortholog of AtBEH1 (BES1/BZR1 HOMOLOG 1), was reported to interact with the NNC1 (NODULE NUMBER CONTROL 1) protein to negatively regulate soybean nodulation [5]. 

BRs are reported to play important roles in nutrient uptake and distribution. Phosphorus (P) deficiency reduces the endogenous BR amount and the nuclear localization of BZR1 and BES1 (BRI1-EMS-SUPPRESSOR 1) proteins in the elongation zone of the Arabidopsis root [17]. In addition, owing to the tight interplay between BR and iron signaling pathways, it was reported that BR activity controls the iron (Fe) accumulation in expanding cells, while low iron promotes root growth by activating brassinosteroid signaling. Interestingly, BR regulates iron homeostasis in a complex way, and the exogenous application of 24-epibrassinolide increased and decreased the Fe contents in rice roots and shoots, respectively, under both Fe-deficient and Fe-sufficient conditions [4]. Recently, BR treatment was able to alleviate the growth inhibition caused by Ca(NO_3_)_2_, manganese (Mn), salt, and other ion stresses, and it regulated the homeostasis of several mineral nutrients [18,19,20,21]. In 2015, Yuan et al. reported that the foliar spray of 24-epibrassinolide significantly alleviated the inhibition of several nutrients, such as P, potassium (K), nitrogen (N), sodium (Na), magnesium (Mg), Fe, and Mn uptake in Ca(NO_3_)_2_-stressed cucumber plants [21]. BR improved the Ca^2+^/Na^+^ and K^+^/Na^+^ ratio of wheat cultivars under salt stress by enhancing the uptake of Ca^2+^ and K^+^ and reducing that of Na^+^ [18]. 24-epibrassinolide treatment promoted the uptake of K^+^, Ca^2+^, Mg^2+^, and NO_3_^-^ in salt-stressed canola (*Brassica napus* L.) [20].

In the present study, we investigated the function of BR on the growth and nutrient homeostasis in soybean and further performed a RNA-sequencing analysis of the BR responsive transcriptomes. Our results demonstrate an essential role of BR in the regulation of nutrient homeostasis and seedling growth in soybean through regulating hundreds of downstream genes, including mineral transporters.

## 2. Results

### 2.1. Optimal BR Levels Are Required for Soybean Growth

To investigate the function of brassinosteroid in soybean growth, we applied a native BR precursor with high bioactivity, 24-epicastasterone (24-epiCS), and PPZ [22] to the hydroponically grown soybean seedlings for 4 days (Figure 1A). The application of 24-epiCS (0.1 nM, 1 nM, 10 nM, 100 nM, and 1000 nM) reduced the primary root length (Figure 1B), lateral root length (Figure 1C), and numbers (Figure 1D) in a concentration-dependent manner. The application of 1 μM of 24-epiCS decreased the primary root length from 24.18 cm to 13.07 cm (Figure 1B) and dramatically decreased the lateral root length from 7.85 cm to 0.75 cm (Figure 1C). Contrary to what was observed in the root, the hypocotyl length was increased by the high concentration of 24-epiCS (1 μM) from 5.38 cm to 6.84 cm (Figure 1A,E), which is consistent with a previous report [3]. With the PPZ treatment inducing an endogenous BR reduction, both the shoot and root growth of soybean were inhibited (Figure 1A). High-concentration PPZ significantly reduced the primary root length, lateral root length, and hypocotyl length and slightly reduced the lateral root number (Figure 1B–D). Collectively, these data demonstrate that BR is essential for soybean growth, and optimal endogenous BR levels are required for the root growth.

### 2.2. BR Regulates the Homeostasis of Nutrient Elements

Previous studies showed that BR modulates the uptake of several mineral nutrients and metabolism [18,19,20,21]. To determine whether BR affects the nutrient uptake in soybean, we measured the element concentration of the abovementioned treatments with 24-epiCS and PPZ applied to soybean seedlings by inductively coupled plasma mass spectrometry (ICP-MS), with shoot and root tested separately (Table S1). Compared with mock plants, plants treated with 24-epiCS and PPZ showed reduced total phosphorus and potassium levels in the shoot, but not the root (Figure 2A–D). In the shoot, high-concentration 24-epiCS (1.0 μM) and PPZ (1.0 μM) treatments reduced the phosphorus concentrations from 19.253 mg/g (P/fresh weight) to 14.723 mg/g and 15.275 mg/g, respectively (Figure 2A). Similarly, treatments with 1.0 μM of 24-epiCS and 1.0 μM of PPZ decreased the total K levels from 41.986 mg/g to 34.235 mg/g and 34.298 mg/g, respectively (Figure 2C).

In addition to the macronutrients, several minor nutrients were affected by the BR levels (Figure 2E–L). When 1 μM of exogenous 24-epiCS was applied, magnesium (Mg) was decreased in the shoot parts (Figure 2E). By contrast, the PPZ treatment (0.1 μM and 1.0 μM) led to a substantial decrease in the iron (Fe) level in the shoot specifically, while the increased 24-epiCS level had no significant effects (Figure 2G). On the other hand, the manganese (Mn) level in the root was found to be reduced after the PPZ treatment (0.1 μM and 1.0 μM) (Figure 2J). Intriguingly, the concentration of the molybdenum (Mo) element was sensitive to the increased 24-epiCS and PPZ levels in both the shoot and root (Figure 2K,L). The Mo concentrations were decreased by both the 24-epiCS and PPZ treatments in dose-dependent manners (Figure 2K,L). Taken together, these results suggest that BR levels are crucial for the homeostasis of nutrient elements.

### 2.3. Transcriptomic Changes in the Soybean Root Tip by BR

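The root tip data were 12 RNA-seq libraries of 4 groups with 3 libraries each. The groups were mock, brassinolide (BL, a brassinosteroid) at 0.01 nM, propiconazole (PPZ, an inhibitor of brassinosteroid synthesis) at 0.1 μM, and PPZ plus BL, a group that the paper does not report. The sample labels give 0.5 days of BL and 2.5 days of PPZ, and they do not say which of these times the mock seedlings were matched to. Each library came from the apical 1 cm of the root. The labels name another cultivar than the paper does, and the series description speaks of eBL as well as BL. Neither difference could be settled here. The authors aligned the reads with Hisat2 and deposited the number of reads that featureCounts assigned to each gene, without normalization. The table lists 52872 annotated genes and 980 loci outside the annotation. Total counts per library lay between 18450894 and 24815541, with a median of 19900563 in mock, 22595555 in BL, 21696995 in PPZ and 19182179 in PPZ plus BL. The 10 genes with the most counts took between 2.55% and 3.96% of a library. No pair of libraries of a group held the same counts, and at most 1.74% of the genes compared had equal counts in both. Each comparison below used the 6 libraries of its 2 groups, TMM normalization and edgeR's quasi-likelihood test, and genes were called at an adjusted p of 0.01 or less and a fold change of at least 3, the thresholds of the paper. The paper used DESeq2, which was run as an alternative. In simulated counts with 200 genes changed by 2 on the log2 scale, the main test recovered 70.0% of them and made 1 false call among 36012 genes, while DESeq2 recovered 164 of the 200 with 5 false calls among 36466 genes. Far fewer genes were changed there than were called after BL, which makes the adjustment of p stricter. These shares therefore need not hold for the data. Standard errors of log2 fold changes were derived as the fold change divided by the square root of the test statistic. Normalized counts are CPM values, that is, counts scaled to a common library total, after TMM normalization of all 12 libraries.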

To further investigate BRs’ function in root growth and nutrient balance, we carried out RNA-seq analyses of the root tip (1 cm) of soybean seedlings grown in a hydroponic medium. Treatments with 0.01 nM of BL and 0.1 μM of PPZ applied to the root tips were compared with mock-treated samples. Differentially expressed genes, after the BL and PPZ treatments (fold change ≥3 or ≤−3, adjusted *p* value ≤ 0.01), were identified by statistical analysis and are displayed using volcano plots (Figure 3A,B). 

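After BL, 1692 annotated genes were higher and 1168 were lower than in mock, of 35826 annotated genes tested. The median size of the change among called genes was 2.36 on the log2 scale. Without the fold threshold, 7707 genes passed the adjusted p of 0.01, and under a test against a fold change of 3, the alternative that moved the count most, 247 did. The balance of directions moved as well. It was 3895 higher and 3812 lower without the fold threshold, and 76 higher and 171 lower under that test. With DESeq2 the excess of higher genes stayed, at 2272 higher and 1530 lower. The count of called genes moved when a library was left out. Without mock replicate 1 it rose to 4643. It fell without any 1 of the other libraries, for example to 1212 without mock replicate 2 and to 937 without BL replicate 2. A test with fewer libraries has less power, so such falls do not by themselves mark the library left out. Glyma.18G032700, a lipid transfer protein gene on chromosome 18 from 2516910 to 2517825 by the coordinates of the deposited table, was among the strongest decreases. It had no counts in the 3 BL libraries and 65.2 ± 55.1 CPM (SD, n = 3) in mock, which makes it at least 482-fold lower, or 247-fold without mock 3 (adjusted p = 2.67e-03, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It was called in 4 of the 6 fits that each left out one library. Glyma.09G163000, a trypsin and protease inhibitor gene, was at least 406-fold lower, or 160-fold without mock 3 (adjusted p = 7.08e-03, same edgeR test) and was called in 2 of those 6 fits. Among increases, Glyma.06G070900, on chromosome 6 from 5395193 to 5397844, encodes a protein of unknown function. It was at least 305-fold higher, with 43.99 ± 2.96 CPM (SD, n = 3) after BL (adjusted p = 8.05e-05, same edgeR test), and was called in 6 of 6 such fits. Glyma.02G156100, a cytochrome P450 gene, was at least 50.6-fold higher (adjusted p = 7.65e-03, same edgeR test) and was called in 2 of 6. Floors of 3 counts stand for the libraries with at most 3 counts in these folds and cover counting error only. Each of the genes named here was also called after PPZ, in the same direction. They therefore do not tell a response to BL from a difference between mock and every treated library.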

Compared with the mock treatment, BL increased the expression levels of 2257 genes and decreased the expression of 1517 genes in the soybean root tip (Figure 3A) (Table S2). 

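The deposited annotation gives Pfam families and no gene ontology terms, so gene families that stand for the categories were tested with one-sided Fisher's exact tests, adjusted over the 8 families of each list by the Benjamini-Hochberg method. The background was the 28265 tested genes with a Pfam description, of which 2251, or 8.0%, were called after BL. Kinesin motor genes, which stand for microtubule-based movement, were called at 46 of 123 genes (37.4%), with 44 higher (odds ratio 7.03, adjusted p = 4.92e-19). Genes of replication initiation were called at 12 of 31 genes, all 12 higher (odds ratio 7.33, adjusted p = 2.83e-06). Nucleosome genes, that is histones and nucleosome assembly proteins, were called at 35 of 90 genes, all 35 higher (odds ratio 7.45, adjusted p = 1.57e-15). Among cell wall genes (expansins, extensins and xyloglucan endotransglucosylases), 36 of 108 were called, with 13 higher and 23 lower (odds ratio 5.86, adjusted p = 1.09e-13). Summed over all 155 genes of the family, tested or not, counts were 7557 ± 482 CPM (SD, n = 3) in mock and 2830 ± 115 CPM (SD, n = 3) after BL. The median log2 fold change of the 108 tested genes was -0.04, with 53 higher and 55 lower. The fall of the sum was therefore not shared by most members. Defense response genes were not over-represented, with 22 of 330 called (odds ratio 0.824, adjusted p = 0.836). The 3 remaining families, with Bet v I, peroxidase and glycosyltransferase genes, had odds ratios of 8.2, 2.2 and 3.29. Genes in these families have near-identical copies, so counts of single members are uncertain where reads could be split between them. All 8 families passed an adjusted p of 0.05 in the directional rotation test of limma (fry), where defense response genes were lower (adjusted p = 1.20e-02).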

Gene ontology (GO) analysis showed that the most enriched four categories were “microtubule-based movement”, “DNA replication initiation”, “plant-type cell wall organization”, and “nucleosome assembly” (Figure 3C). 

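PPZ raised 2259 annotated genes and lowered 1001 relative to mock, of 35673 annotated genes tested. Library size alone, in place of TMM, shifted the median log2 fold change of all genes to -0.121 and gave 2042 higher and 1229 lower genes. Leaving out a library moved the count of called genes here as well. It rose to 4468 without mock replicate 1. It fell without any 1 of the other libraries, for example to 1734 without mock replicate 2 and to 1625 without PPZ replicate 2. Fewer libraries alone could give these falls too. Glyma.03G225900, an expansin gene on chromosome 3 from 43981255 to 43983162, had no counts after PPZ and 23.7 ± 1.3 CPM (SD, n = 3) in mock, at least 158-fold lower (adjusted p = 2.21e-04, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Glyma.10G231600, a ferric reductase gene, was at least 99.7-fold lower (adjusted p = 5.45e-04, same edgeR test). Glyma.19G002400, a peptidase gene on chromosome 19 from 168091 to 170387, had no counts in mock and 26.5 ± 6.72 CPM (SD, n = 3) after PPZ, at least 184-fold higher (adjusted p = 4.15e-04, same edgeR test). The methyltransferase gene Glyma.02G054200 was at least 137-fold higher (adjusted p = 1.83e-03, same edgeR test). Of these 4 genes, 3 were called in each fit that left out one library, and Glyma.02G054200 in 5 of 6. Glyma.03G225900, Glyma.10G231600 and Glyma.19G002400 were also called after BL, in the same direction, and Glyma.02G054200 was not. Glyma.03G225900 had no counts in the BL and PPZ plus BL libraries either. Genes called alike after both treatments do not tell a response to PPZ from a difference between mock and every treated library.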

PPZ treatment increased 2882 genes and decreased 1391 genes (Figure 3B). 

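Of the 28161 genes of the Pfam background, 2567, or 9.1%, were called after PPZ. The Bet v I family, which stands for response to biotic stimulus, was called at 17 of 27 genes, 14 of them higher (odds ratio 17.1, adjusted p = 5.45e-11, Fisher's exact test). Its summed counts rose from 2941 ± 838 CPM (SD, n = 3) in mock to 10190 ± 1010 CPM (SD, n = 3). Peroxidase genes, for hydrogen peroxide catabolism, were called at 29 of 131 genes (odds ratio 2.86, adjusted p = 1.49e-05). Replication initiation genes were called at 5 of 32 genes and were not over-represented (odds ratio 1.85, adjusted p = 0.216). With the gene list from DESeq2, 15 of 34 were called (adjusted p = 5.80e-07). Their median log2 fold change was 1.47 after PPZ, with 31 of 32 genes higher, so many of them rose without reaching the thresholds. Defense response genes were called at 36 of 331 genes (odds ratio 1.22, adjusted p = 0.216), with 22 higher and 14 lower. Cell wall genes (28 of 104 called) and glycosyltransferase genes (27 of 140 called) were over-represented, with adjusted p of 4.71e-07 and 2.93e-04. Kinesin genes (12 of 122 called, odds ratio 1.09) and nucleosome genes (9 of 90 called, odds ratio 1.11) were not (adjusted p = 0.437 for each, Fisher's exact test). Most of them still rose below the thresholds. Their median log2 fold changes were 0.83 and 0.62, with 94 of 122 and 72 of 90 genes higher. Both families were higher in the directional fry test (adjusted p = 4.36e-02 and 1.11e-02).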

Gene ontology (GO) analysis showed that the most enriched four categories were “response to biotic stimulus”, “DNA-replication”, “defense response”, and “hydrogen peroxide catabolic process” (Figure 3D). To better understand the BR-responsive expression profiles, a heat map of the differentially expressed genes was built with BL, PPZ, and mock-treated samples. 

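On the log2 scale with 1 CPM added, the 37832 genes tested over the 12 libraries separated mock from the treated groups. The first principal component held 43.0% of the variance, with mock libraries from -120.42 to -61.73 and BL libraries from 49.1 to 57.6. PPZ libraries stood apart on the second component, which held 35.3%, between 90.43 and 110.06. The median Euclidean distance was 177.9 between BL and mock libraries, 175.9 between PPZ and mock libraries and 151.2 between BL and PPZ libraries. Within groups the medians were 61.8 for BL, 60.6 for PPZ and 96.1 for mock. The wider spread in mock came from mock 1, at -61.73 on the first component.

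**Figure D1:**
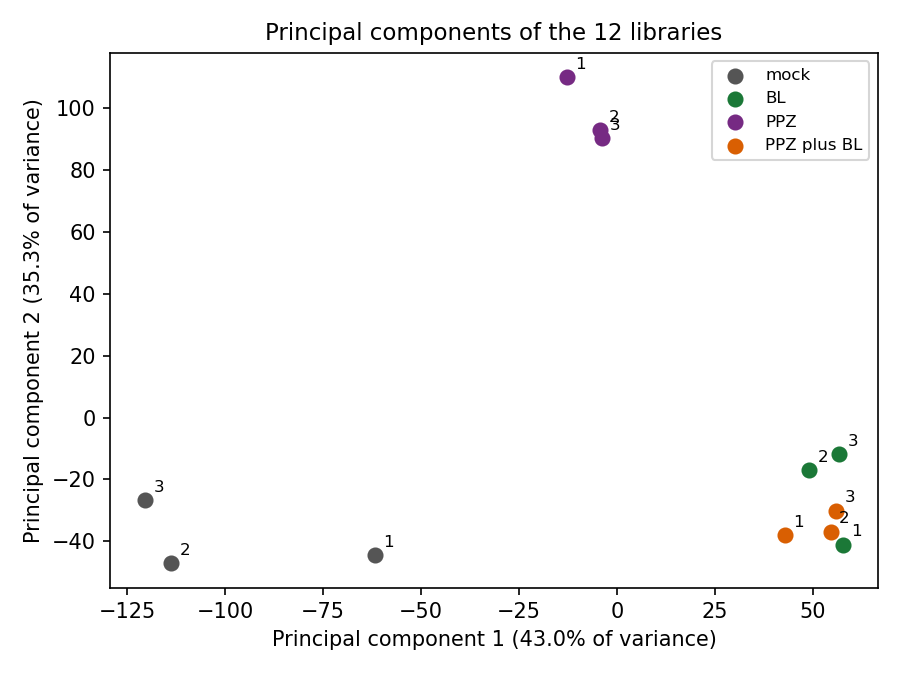
Principal components of the 12 root tip libraries, from log2 normalized counts with 1 CPM added; each point is a library, coloured by group and marked with its replicate number. Mock 1 lies at -61.73 on the first axis, and the other two mock libraries lie at -113.88 and -120.42.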

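Genes called after both treatments numbered 1217. Of these, 1178 (96.8%, 95% Wilson interval 95.65% to 97.65%) changed in the same direction, with 723 higher and 455 lower after both. The other 39 were lower after BL and higher after PPZ. The interval treats genes as independent and does not measure the spread between libraries. Without one library the share ran from 94.93% to 98.14%. Across the 1217 genes, which are not independent replicates, Pearson's r between the log2 fold changes was 0.8978 and Spearman's rho was 0.851. Both comparisons used the same 3 mock libraries, so their chance errors are shared. In 20 simulations of unchanged groups against these libraries, no gene was called in either comparison. Among as many genes ranked highest in both, however, between 97.37% and 98.52% changed in the same direction, with r from 0.8849 to 0.9327. With the dispersion of the mock libraries alone, in 20 more, these ranged from 97.95% to 99.26% and from 0.9249 to 0.9485. The observed genes ranked in that way gave 98.03% and 0.9037, so r lay within the first range and below the second. With independent effects in both simulated groups, and genes called as in the real data, between 338 and 448 genes were called in both, and at most 73.73% of them changed in the same direction. Over all 35067 genes tested in both comparisons, r was 0.6807, against at most 0.5158 in the simulations of unchanged groups. When the mock libraries were divided so that the comparisons had none in common, in 6 ways, r over all genes lay between 0.4233 and 0.7025. Between 529 and 826 genes were then called in both, of which 91.31% to 99.08% changed in the same direction. The number of genes called after both treatments was 1861 with DESeq2, 2314 without mock replicate 1 and 431 without mock replicate 2.

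**Figure D2:**
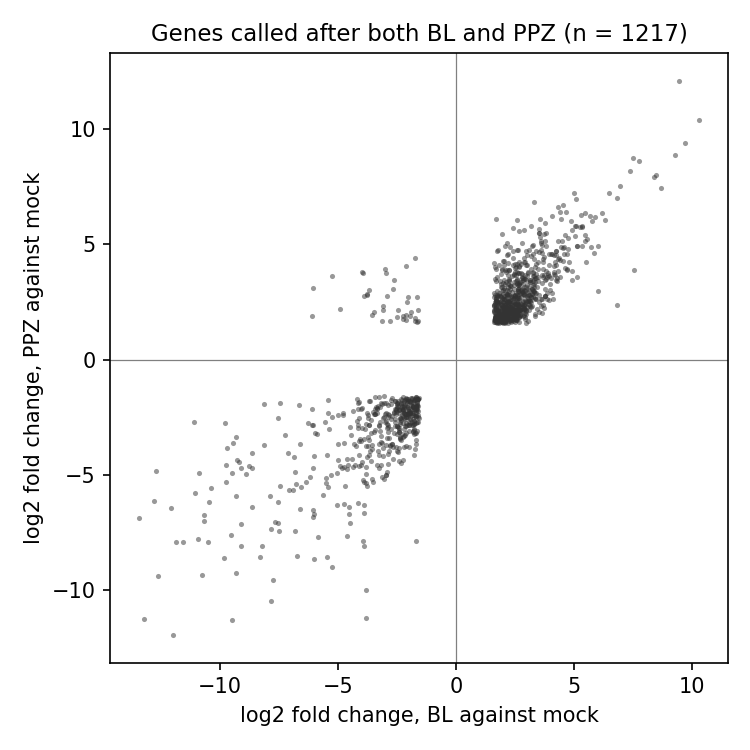
Log2 fold change after PPZ against that after BL, each relative to mock, for the 1217 genes called after both treatments; each point is a gene. Points in the upper left, 39 in all, are lower after BL and higher after PPZ.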

Overall, about 97.08% (1797) of the 1851 co-regulated genes were affected in the same way by the BL and PPZ treatments (Figure 3E), with a pairwise comparison Pearson correlation coefficient of 0.8987. Such similar genomic effects were consistent with the altered root growth phenotype and nutrient concentrations (Figure 1 and Figure 2). Furthermore, GO analysis showed that these co-regulated genes were closely related to biological processes related to “DNA-replication”, “microtubule-based movement”, and “plant-type cell wall organization” (Figure 3F).

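Among the co-regulated genes, 976 belonged to the background of 27752 genes with a Pfam description. Kinesin genes were called after both treatments at 11 of 122 genes (odds ratio 2.74, adjusted p = 7.04e-03, Fisher's exact test), and replication initiation genes at 4 of 31 (odds ratio 4.08, adjusted p = 2.57e-02). All of these were higher after BL. In the list of genes called after PPZ, neither family was over-represented (adjusted p = 0.437 and 0.216, Fisher's exact test). Cell wall genes had 22 of 102 called, 8 higher and 14 lower (odds ratio 7.7, adjusted p = 5.43e-11). The strongest odds ratio, 13.8, was that of the Bet v I family. In the direct comparison of PPZ with BL, none of the 32 replication initiation genes and 1 of the 124 kinesin genes was called, and the median log2 fold changes were -0.28 and -0.36.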

### 2.4. Quantitative RT-PCR Analysis of Mineral Transporter Genes

Mineral transporters were reported to play important roles in the nutrient acquisition and redistribution [23]. 

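The 6 transporter genes with an identifier in the paper were lower than mock after both treatments in every library. GmKT1 (Glyma.08G086300) lies on chromosome 8 from 6536350 to 6544752 and had 20.8 ± 3.08 CPM (SD, n = 3) in mock. Its log2 fold change was -1.91 after BL (standard error 0.22, adjusted p = 1.35e-03, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and -1.64 after PPZ (standard error 0.18, adjusted p = 1.05e-03, same edgeR test). GmKT2 (Glyma.13G170700) changed by -1.09 after BL (adjusted p = 8.94e-03, same edgeR test), below the fold threshold, and by -2.27 after PPZ (adjusted p = 1.27e-03, same edgeR test). GmVIT2 (Glyma.08G181900) fell from 12.6 ± 4.45 CPM (SD, n = 3) in mock to 1.42 ± 0.212 CPM (SD, n = 3) after BL. GmZIP1 (Glyma.13G338300) had 227.3 ± 60.7 CPM (SD, n = 3) in mock, 39.9 ± 4.04 CPM (SD, n = 3) after BL and 31.2 ± 3.69 CPM (SD, n = 3) after PPZ. For GmZIP2 (Glyma.08G328000), the log2 fold change of -1.92 after BL missed the threshold (adjusted p = 1.01e-02, same edgeR test) and was called with DESeq2. GmMOT1 (Glyma.17G203200) was the least abundant, with 4.34 ± 0.615 CPM (SD, n = 3) in mock, and changed by -2.32 after BL and -1.75 after PPZ. Over all genes tested, 4 of the 6 genes were called after BL and 6 after PPZ. Adjusted over the list alone, of 9 genes with the phosphate transporters, all 6 passed 0.01 after both treatments, which is not independent evidence because the study chose the list on these samples. Leaving out PPZ replicate 1 left 2 of the 6 called after PPZ.

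**Figure D3:**
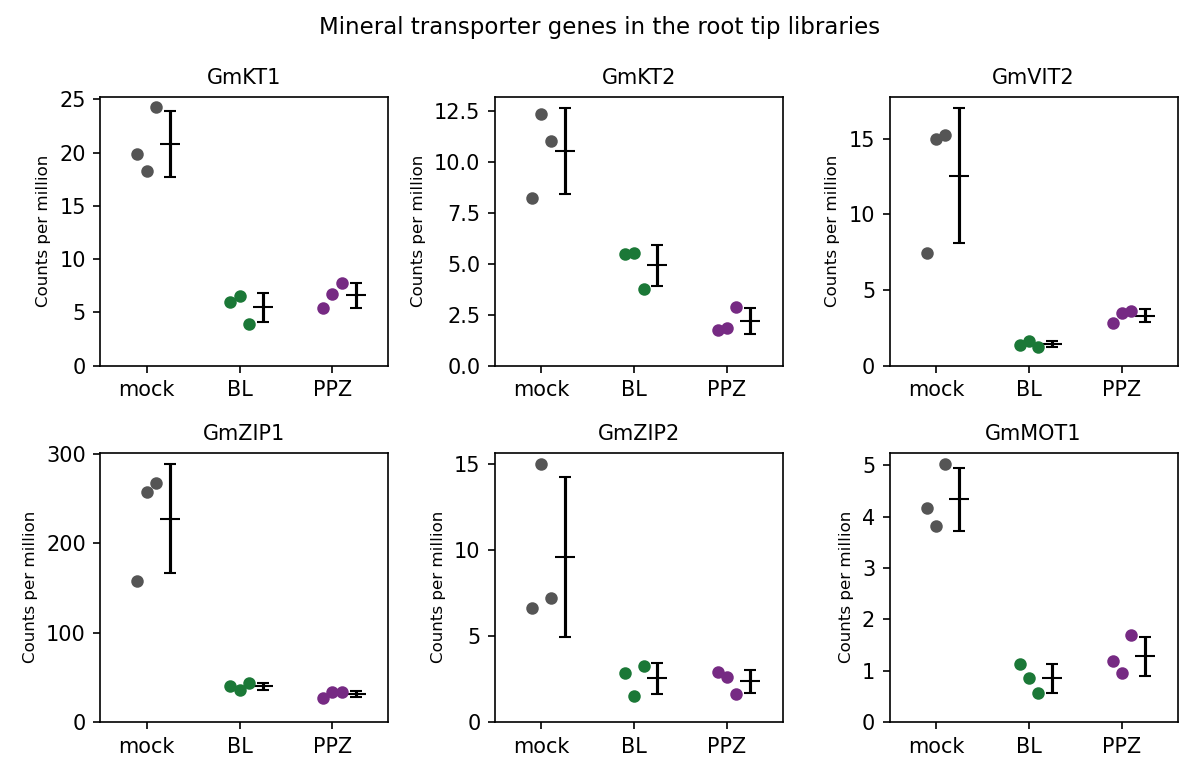
Normalized counts (CPM) of 6 transporter genes in mock, BL and PPZ libraries; points are libraries and bars are the mean with SD (n = 3). Each treated library lies below each mock library.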

Several transporter genes were found to be differentially expressed after BL or PPZ treatments in the RNA-seq analysis (Table S2), and quantitative RT-PCR assays were performed to validate the expression levels (Figure 4). Three *PHT1* (*PHOSPHATE TRANSPORTER 1*) family genes were found to be responsive to the BR levels. 

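The paper's text gives no identifiers for these genes, and the deposited table holds no symbols for them. Their names were matched by position to the RefSeq gene table of assembly Glycine_max_v4.0, where 33730 of 46816 protein-coding genes overlapped 1 annotated gene by at least 0.8 of the longer gene. The name GmPT7, which the paper also uses, is listed there for another gene. GmPHT1;1 matched Glyma.10G186500, with 43.3 ± 4.53 CPM (SD, n = 3) in mock, and its log2 fold changes of -0.22 after BL and 0.36 after PPZ did not pass the test (adjusted p = 0.167 and 0.105, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). GmPHT1;2 matched Glyma.03G162800. It was higher by 0.83 after BL (adjusted p = 2.19e-02, same edgeR test) and by 0.47 after PPZ (adjusted p = 0.134, same edgeR test), and neither was called. GmPHT1;14 matched Glyma.02G005800 on chromosome 2 from 634071 to 638792 and fell from 98.5 ± 15.4 CPM (SD, n = 3) in mock to 11.3 ± 1.18 CPM (SD, n = 3) after BL and 6.89 ± 1.33 CPM (SD, n = 3) after PPZ. Its log2 fold changes were -3.12 (standard error 0.16) and -3.83 (standard error 0.2). It was called in 6 of 6 fits that each left out one library.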

The expression level of *GmPHT1;1* was reduced by the BL treatment only, while the *GmPHT1;2* and *GmPHT1;14* genes were repressed by both the BL and PPZ treatments (Figure 4A–C). In addition, two potassium (K) transporter genes, named *GmKT1* (*Glyma.08G086300*) and *GmKT2* (*Glyma.13G170700*), were downregulated by both the BL and PPZ treatments (Figure 4D,E), which have been functionally characterized as potassium transporters for Na^+^/K^+^ ratio regulation [24]. Similarly, *Glyma.08G181900* (named *GmVIT2*, *VACUOLAR IRON TRANSPORTER 2*) and two *GmZIP* (*ZINC REGULATED TRANSPORTER/IRON-REGULATED TRANSPORTER-RELATED PROTEIN*) genes, *Glyma.13G338300* (named *GmZIP1*) and *Glyma.08G328000* (named *GmZIP2*), were found to be downregulated by BL and PPZ (Figure 4D). *Glyma.17G203200* (named *GmMOT1*), encoding a high-affinity molybdate transporter in soybean, was downregulated by the BL and PPZ treatments, which is consistent with the decreased Mo concentration in both the shoot and root. These results indicate that BR may regulate nutrient concentration by controlling the downstream responsive genes, including mineral transporter genes.

## 3. Discussion

### 3.1. BR May Regulate Nutrient Concentration through the Transcriptional Regulation of Mineral Transporter Genes

Transcriptome analyses revealed that BRs regulate thousands of downstream genes via BZR transcription factors, including genes related to cell wall organization, cytoskeleton organization, carbohydrate metabolism and cellular responses to oxidative stress [2,11,12]. Our RNA-seq analysis revealed that BRs regulate similar downstream genes in soybean root tips. Previous studies reported that BRs regulate the nutrient concentration in plants, especially under stress conditions [4,18,20,21]. However, we did not find clear gene group-related nutrients from the GO analysis, probably because only a small number of genes contribute to the nutrient balance. 

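Transporter families were tested with Fisher's exact test as the gene families above were, with the Benjamini-Hochberg adjustment over 4 families. Molybdate and sulfate transporters were over-represented after BL, with 10 of 29 genes called, 8 higher and 2 lower (odds ratio 6.11, adjusted p = 1.96e-04, Fisher's exact test). After PPZ, 14 of 31 were called, 9 higher and 5 lower (odds ratio 8.25, adjusted p = 6.27e-07). The ZIP family had 3 of 22 genes called after BL and 5 of 22 after PPZ (adjusted p = 0.507 and 0.0889), and it passed 0.05 with the gene list from DESeq2 after both. Potassium transporters had 1 of 28 genes called after BL and 4 of 28 after PPZ, and the VIT family had 1 of 9 and 2 of 9. In the directional rotation test of limma (fry), which uses all genes of a family and was added here after the data were seen, potassium transporters and the ZIP family passed as lower after BL (adjusted p = 1.30e-02 and 1.20e-02) but not after PPZ (0.659 and 0.0843), and the VIT family did not pass 0.05 (0.117 and 0.0502). The shift of potassium transporters after BL was small, with a median log2 fold change of -0.17, 12 genes higher and 16 lower. Their summed counts were 945.9 ± 166 CPM (SD, n = 3) in mock and 893.6 ± 30.2 CPM (SD, n = 3) after BL. The summed counts of the ZIP family were 691.6 ± 116 CPM (SD, n = 3) in mock, 330.6 ± 3.74 CPM (SD, n = 3) after BL and 506.6 ± 15.8 CPM (SD, n = 3) after PPZ. Without GmZIP1 they were 464.3 ± 58.9, 290.8 ± 3.27 and 475.4 ± 19.5 CPM (SD, n = 3), so the fall after PPZ rests on that gene. The median log2 fold change of the family after PPZ was 0.09, with 12 genes higher and 10 lower.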

To investigate the possible regulation details, we focus on the differentially expressed transporter genes from our RNA-seq data. In Arabidopsis, the expression levels of *AtPHT1;4* and *AtPHT1;9* were not affected by the core transcription factor BZR1 activity [17]. Consistent with the decreased P concentration, the *GmPHT1;2* and *GmPHT1;14* genes were downregulated by both the BL and PPZ treatments in the soybean root tip (Figure 4) under our treatments, which may have contributed to the observed change in the P concentration. *GmPHT1;14* was found to be expressed in the root specifically and dramatically induced by the low phosphate condition [25]. *GmPHT1;1,* also called *GmPT7*, was reported to be highly expressed in the root and nodule, thus enhancing the symbiotic N_2_ fixation and yield in soybean [26]. The expression level of *GmPHT1;1* was increased when reducing the BR by PPZ, indicating that the regulation of *GmPHT1;1* does not simply match the BR levels. One possible explanation for this is that the main responsive transporter is *GmPHT1;14*, and there might be a compensatory increase of *GmPHT1;1*, as the *GmPHT1;14* expression level is much higher in the root [25]. Another possible reason is that the regulation of *GmPHT1;1* from PPZ may take place on the post-translational level, and the reduction in the mRNA level was a feedback regulation. Further analysis is required to uncover the mechanism in detail.

Exogenous 24-epibrassinolide was found to reduce the K^+^ efflux via depolarization-activated K^+^ channels under salt stress [27], while our data show that both the BR and PPZ treatments reduced the K amount and expression levels of two *KT* genes. The soybean yield and quality were reported to be seriously decreased under Mo-deficient conditions, while the application of Mo promotes shoot and root growth and the photosynthesis rate [28]. In our experiment, the Mo concentration was reduced by increasing and decreasing the BR levels, which is consistent with the inhibition of the root growth (Figure 2). As *GmMOT1* was found to be a BR-responsive gene, BR may regulate the Mo uptake by regulating the expression of Mo transporters at the transcriptional level. Further research on the mechanism of the interaction between Mo and BR needs to be carried out.

### 3.2. BR Regulates the Nutrient Distribution between the Shoot and Root

Mineral nutrients are taken up by the roots and are transported to the shoot by the xylem. The distribution of the mineral nutrients between the shoot and root is believed to be determined by the developmental status and environmental conditions to optimize growth and survival. It is worth noting that, when the BR or PPZ treatments were applied to the root part, the concentrations of P, K, Fe, and Mg were affected by the BR level in the shoot only. On the other hand, BR is required for the normal Mn concentration in the root, while its level did not trigger dramatic differences in the shoot (Figure 2). Previously, BR was reported to regulate Fe contents, with different trends for the shoot and root of rice, respectively [4], while BR promotes the Fe concentration in the shoot of Ca(NO_3_)_2_-stressed cucumber plants [21], which suggests that the BR regulation of the Fe concentration may be affected by different environmental conditions in different species. In 2020, Trevisan et al. reported that eBL regulated the expression of several mineral transporter genes in opposite transcriptional profiles in the root and aerial parts of maize plants [29]. Interestingly, BRs are not believed to be transported over long distances [30,31], suggesting that other long-distance communication signals are required for nutrient coordination between the shoot and root.

## 4. Conclusions

Our data show that optimal BR levels are required for soybean seedling growth, especially the root growth. Both a lack and excess of BRs would disturb the primary root elongation, lateral root formation, and elongation. Exogenous treatments with 24-epiCS and PPZ reduce the concentration of P and K in the shoot part specifically. 24-epiCS decreased the Mg concentration in the shoot part, while the PPZ treatment decreased the Fe and Mn concentrations in the shoot and root, respectively. Moreover, both 24-epiCS and PPZ reduced the Mo concentration in a dose-dependent manner. The current results indicate a key role of the steroid phytohormone, brassinosteroid, in the balance of nutrient homeostasis and growth. Our findings will provide the basis for further studies on BR-responsive genes and the molecular mechanism of nutrient uptake and distribution in soybean.

## 5. Materials and Methods

### 5.1. Soybean Growth and Phenotype Analysis

The soybean (*Glycine max*) genotype, YC03-3, was used in this study. For the phenotype analysis, YC03-3 was separately treated with epicastasterone (24-epiCS) and PPZ. After 3 days of germination, the seedlings were grown in a full-strength nutrient solution, supplemented with 0.1 nM, 1 nM, 10 nM, 100 nM, or 1000 nM of 24-epiCS and 100 nM or 1000 nM of a PPZ solution for 4 days. The primary root length, hypocotyl length, lateral root length, and lateral root number of seven seedlings were measured by ImageJ (bundled with Java 1.8.0_172) (https://imagej.nih.gov/ij/). All the collected data were analyzed by GraphPad Prism (v8.0.2.263) (https://www.graphpad.com/scientific-software/prism/) using one-way analysis of variance (ANOVA).

### 5.2. Element Concentration Measurement

The leaf and root tissues after the 24-epiCS and PPZ treatments were used for the total element quantitative measurements. After drying at 65 °C for 2 days, the samples were weighed and digested in concentrated H_2_SO_4_. The concentrations of the nutrient elements (K, Mg, Fe, Zn, B, Ca, Mn, Mo, and Al) were determined by ICP-MS (7900 Mass Spectrometer, Agilent, Santa Clara, CA, USA). The concentrations of P and N were determined by a Continuous Flow Analyzer (Skalar San^++^ system, The Netherlands).

### 5.3. RNA Isolation, Library Construction, and RNA Sequencing

Hydroponically grown root tips (1 cm from the root tip-end) were collected after the treatments with the mock solution, 0.01 nM of brassinolide, and 0.1 μM of PPZ. Nine samples (three biological replicates of the mock-, BL-, and PPZ-treated root tips) were used for the construction and sequencing of the mRNA library. The total RNA was extracted from each sample. A total amount of 1 µg RNA per sample was used for the sample preparations. Sequencing libraries were generated using the NEBNext UltraTM RNA Library Prep Kit for Illumina (NEB, Ipswich, MA, USA). Using poly-T oligo-attached magnetic beads, the mRNA was purified and fragmented into short pieces, which were thus used as templates for cDNA synthesis [32]. Finally, each library was sequenced by the Illumina Novaseq platform at the Novogene corporation (Tianjin, China). The RNA-seq raw data were deposited in the Gene Expression Omnibus (GEO) database (https://www.ncbi.nlm.nih.gov/geo/) as GSE175586.

### 5.4. RNA-Seq Reads’ Mapping and Differential Counting 

The reference genome and gene model annotation files were directly downloaded from Phytozome (https://phytozome.jgi.doe.gov/pz/portal.html). The index of the reference genome was built, and paired-end clean reads were aligned to the reference genome using Hisat2 v2.0.5 [33]. FeatureCounts v1.5.0-p3 was used to count the read numbers mapped to each gene [34]. Differentially expressed genes (DEGs) between the two sets of samples were identified using the DESeq2 R package [35,36]. The genes with a fold change ≥3 or ≤−3 and an adjusted *p*-value (padj) ≤ 0.01 were considered as significant DEGs.

### 5.5. Functional Annotation and Gene Ontology (GO) Enrichment

The DEGs were annotated for GO terms and categorized into biological process categories. The GO terms were obtained from the DAVID (version 6.8) platform (https://david.ncifcrf.gov/) [37]. The GO enrichment analyses were conducted using the R Programming Language, with a *p*-value ≤ 0.05 regarded as significantly enriched [35]. The Novogene tool (https://magic.novogene.com/) was used to perform bidirectional clustering analysis of all the different genes in the samples.

### 5.6. Primer Design and Validation of the RNA-Seq Data

The primer pairs for flanking sequences of each unique gene were designed automatically using DNAMAN 8 and are listed in Table S3. The qRT-PCR reactions were performed using the QuantStudio 6 Flex Real-Time PCR System, with the TaKaRa Real-time qPCR Master Mix Kit. The qRT-PCR experiments were performed with biological triplicates, and the relative gene expression level was calculated using the 2^−^^△△Ct^ method, with *GmUBI3* as the reference gene.

## Figures and Tables

**Figure 1:**
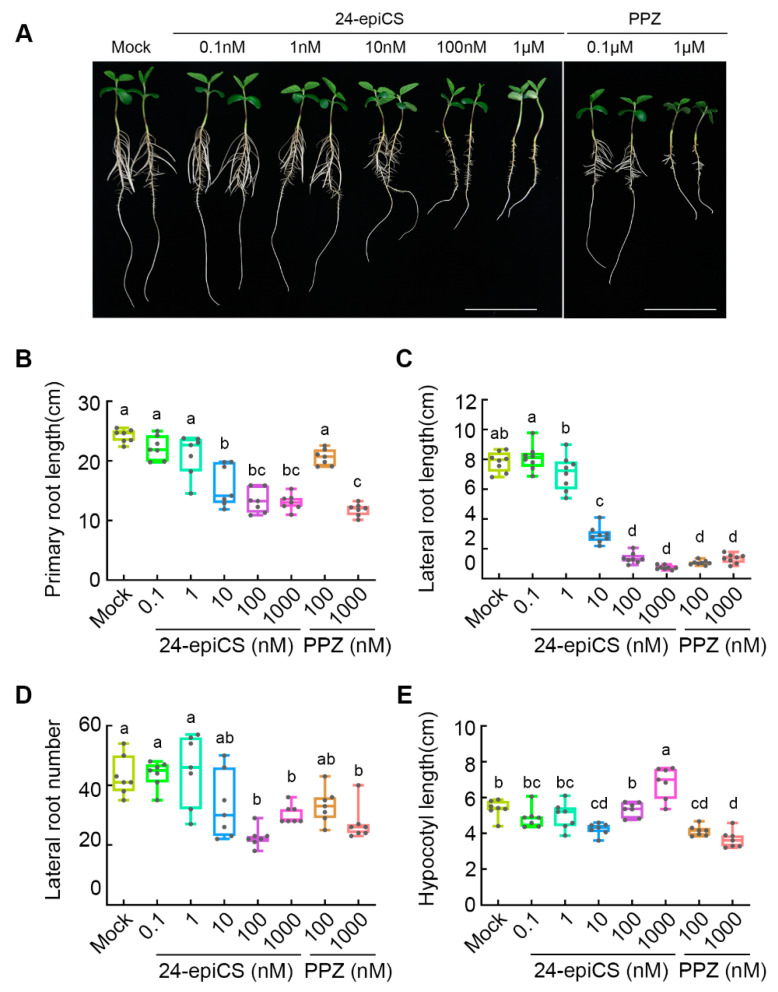
Soybean seedling under 24-epicastasterone (24-epiCS) and propiconazole (PPZ) treatments. (**A**) Morphology of whole seedlings grown in different concentrations of 24-epiCS and PPZ for 4 days (scale bar = 10 cm). (**B**–**E**) Quantitation of the primary root length (**B**), lateral root length (**C**), lateral root number (**D**), and hypocotyl length (**E**) after different 24-epiCS and PPZ treatments. Different letters indicate significant differences between the different treatments (*n* = 7, *p* < 0.05, one-way analysis of variance (ANOVA)).

**Figure 2:**
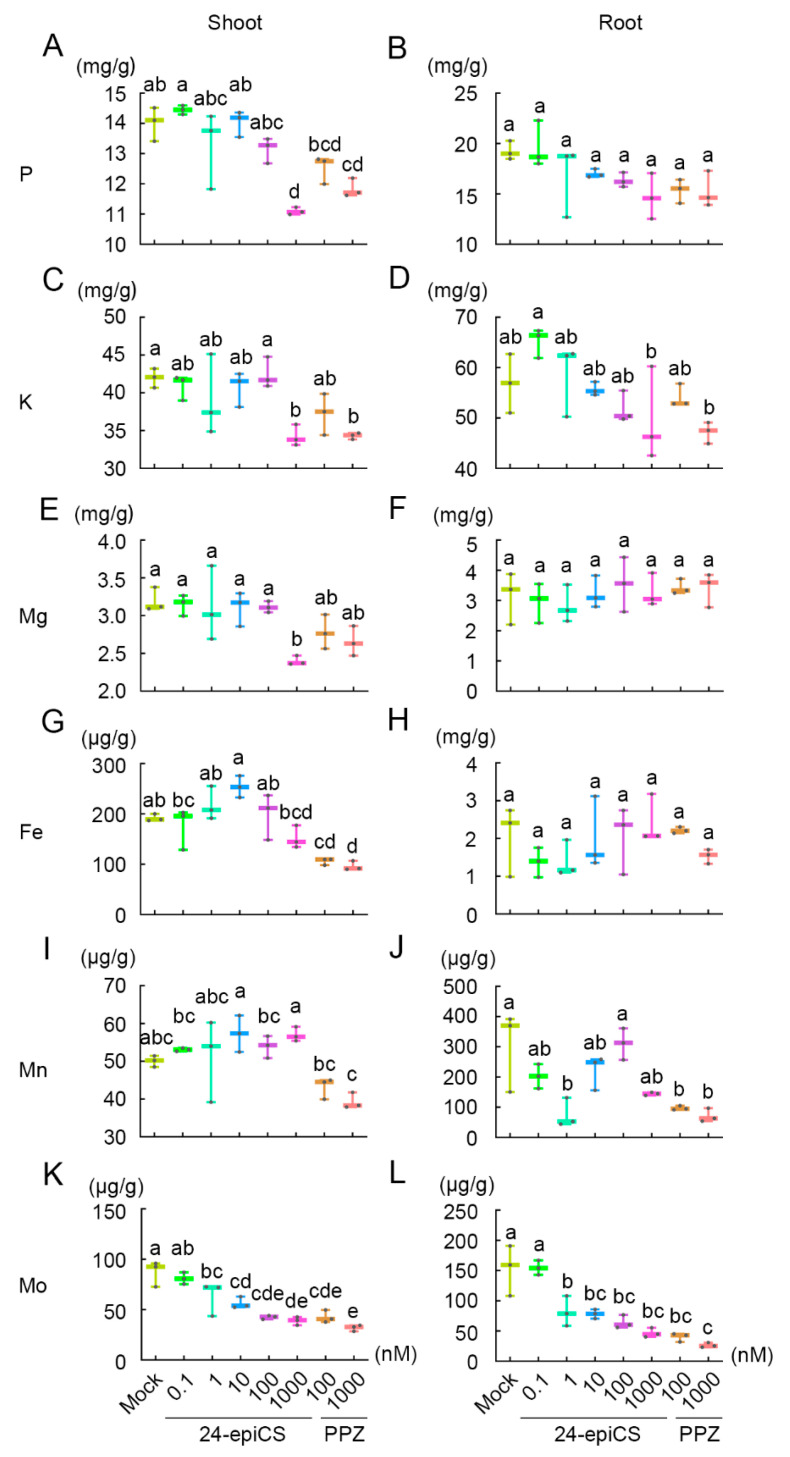
Nutrient element concentration after 24-epiCS and PPZ treatments. Soybean seedlings were treated with different concentrations of 24-epiCS and PPZ, and the shoot and root parts were harvested for inductively coupled plasma mass spectrometry (ICP-MS), P (**A**,**B**), K (**C**,**D**), Mg (**E**,**F**), Fe (**G**,**H**), Mn (**I**,**J**), Mo (**K**,**L**). Three biological replicates were used for each sample. Different letters indicate significant differences between the different treatments (*n* = 3, *p* < 0.05, one-way ANOVA).

**Figure 3:**
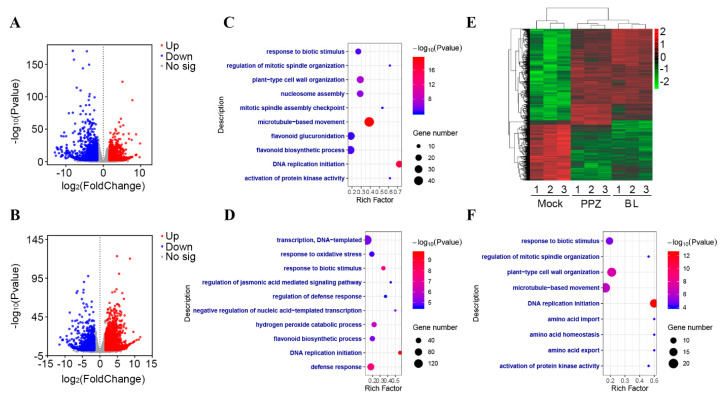
Transcriptome-wide analysis of BR- and PPZ-responsive genes. (**A**,**B**) Volcano plot of differentially expressed genes after the BL (**A**) and PPZ (**B**) treatments. Red dots indicate upregulated genes, and blue dots indicate downregulated genes, with a fold change ≥ 3 or ≤ -3 as the significance threshold and adjusted *p*-value ≤ 0.01. (**C**,**D**) Gene ontology analysis of BL- (**C**) and PPZ-regulated (**D**) genes. (**E**) Heat map of the expression profiles of the genes regulated by BL, PPZ, and a mock solution. The color scale at the top represents the average log signal intensity values. (**F**) Gene ontology analysis of BL and PPZ co-regulated genes.

**Figure 4:**
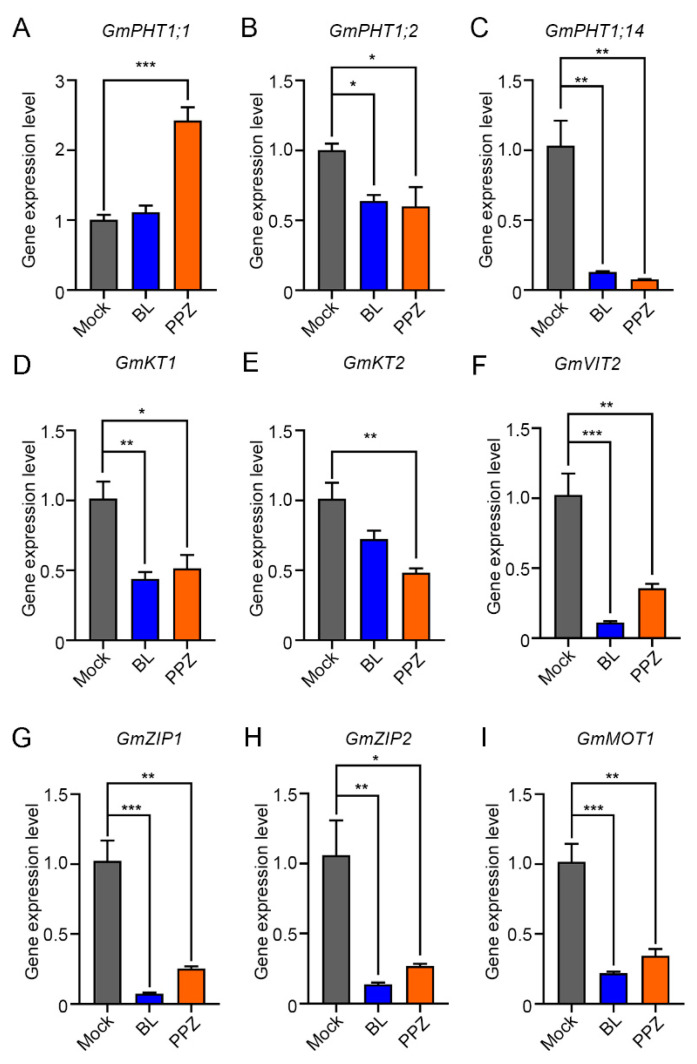
qRT-PCR analysis of BR-responsive mineral transporter genes. Expression levels of *GmPHTs* (**A**–**C**), *GmKTs* (**D**,**E**), *GmVIT2* (**F**), *GmZIPs* (**G**,**H**), and *GmMOT1* (**I**) genes after the BL and PPZ treatments. This experiment was biologically repeated three times. The error bars indicate the standard deviation and the significant differences from the mock samples are marked (*n* = 3, * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001, Student’s *t*-test).

## Data Availability

The RNA-seq raw data were deposited in the Gene Expression Omnibus (GEO) database as GSE175586.

## Supplementary Materials

The following are available online at https://www.mdpi.com/article/10.3390/ijms22168400/s1.

## Abbreviations

24-epiCS	24-epicastasterone
BL	Brassinolide
BR	Brassinosteroid
BRs	Brassinosteroids
DEGs	Differentially expressed genes
GEO	Gene Expression Omnibus
GO	Gene ontology
ICP-MS	Inductively coupled plasma mass spectrometry
*KT*	*POTASSIUM (K) TRANSPORTER*
*MOT1*	*MOLYBDATE TRANSPORTER 1*
*PHT1*	*PHOSPHATE TRANSPORTER 1*
PPZ	Propiconazole
*VIT2*	*VACUOLAR IRON TRANSPORTER 2*
*ZIP*	*ZINC REGULATED TRANSPORTER/IRON-REGULATED TRANSPORTER-RELATED PROTEIN*

How the deposited data were processed for this re-analysis (not part of the article)

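RNA-seq counts of soybean root tips were analysed for 12 libraries, 3 each of mock, BL, PPZ and PPZ plus BL. The authors made the deposited counts by aligning reads with Hisat2 and counting reads per gene with featureCounts, and these values carry no normalization. The authors also deposited FPKM values, in 12 columns that were not used here, and the log2 fold changes and adjusted p-values of 5 DESeq2 comparisons, which were set beside the values computed here. Total counts lay between 18450894 and 24815541 per library.

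Counts were analysed in R 4.3.3 with edgeR 4.0.16. Genes were filtered with filterByExpr, normalized by TMM and tested with glmQLFit and glmQLFTest, in fits of the 6 libraries of each of 6 comparisons. Genes were called at a Benjamini-Hochberg adjusted p of 0.01 or less and a fold change of at least 3. The interaction of BL and PPZ was tested in a fit of all 12 libraries without a fold threshold. Counts of called genes refer to annotated genes, and loci outside the annotation are given apart. Alternatives, set before the data were examined, were DESeq2 1.42.0, median-ratio size factors, library size alone, no filter on low counts (at least 1 count), a mean of at least 50 counts, a fit of all 12 libraries, the replicate number as a block, a test against a fold change of 3, no fold threshold, and leaving out each library in turn. For the correlation of log2 fold changes, the mock libraries were also divided between the comparisons in 6 ways.

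Gene families were set by Pfam accession before the data were examined, 8 for the gene ontology categories of the paper and 4 for mineral transporters. They were tested with one-sided Fisher's exact tests in SciPy 1.17.1 and with fry from limma 3.58.1 at an adjusted p of 0.05. No gene ontology annotation was used. Named genes were every gene the paper names with a known identifier and, in each of 3 comparisons (BL and PPZ against mock, and PPZ plus BL against PPZ), the 2 called genes with the largest increase and the 2 with the largest decrease, among genes with at least 10 counts in every library of the higher group and no overlap between the groups. Groups of 3 libraries that do not overlap arise by chance for 10% of genes. A fold against libraries with at most 3 counts was computed with 3 counts and is a lower bound. Confidence intervals are 95% Wilson intervals over genes.

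The fits were tested on simulated data with 200 changed genes, far fewer than were called in most of the comparisons. The test with the replicate block recovered 59.5% of them, the interaction test 53.0% and the test against a fold change of 3 recovered 0. Unchanged groups were simulated 20 times against the mock libraries for each of a pair of dispersion estimates. In as many further simulations, chosen after the data were seen, the fitted changes of genes with an adjusted p of 0.05 or less were dealt out anew among genes of similar level in mock, apart for BL and PPZ. A further 20 draws of this kind were set against the mock libraries divided in the 6 ways. Other splits of the 6 libraries of a comparison, 10 with the real one, and 40 groupings of the 12 libraries for the interaction were fitted in the same way. Tables and figures were made with Python 3.11.15, pandas 2.3.3, NumPy 2.4.6 and Matplotlib 3.10.9.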

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

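The tests of explanations in this part were chosen after the results were seen. The effect of BL differed with and without PPZ at 6468 genes, 2870 with a higher and 3598 with a lower log2 fold change of BL after PPZ, in a test of the interaction itself (edgeR's quasi-likelihood test, Benjamini-Hochberg adjusted p of 0.01 or less). Of 40 groupings of the 12 libraries, 1, the real one, gave as many genes, and the next highest gave 1410. The other groupings were drawn at random over all libraries and so could mix treatments within a group. This rank therefore speaks for differences between the groups of any kind, and not for the interaction in particular. With library size alone, 6796 genes were called and most were higher, so the balance of directions depends on the scaling. A difference between mock and every treated library, whatever its origin, would give such an interaction, because mock enters with BL alone. Of 6172 called genes tested in all comparisons, 83.6% differed from mock alike in all 3 treated groups. A response that the treatments have in common and a difference in how mock seedlings were handled cannot be told apart, since no other untreated group is in the design. Leaving out mock replicate 1 gave 9116 genes and leaving out BL replicate 3 gave 3908.

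The PPZ plus BL libraries are not reported in the paper. Against mock they gave 2428 called genes, 1364 higher and 1064 lower, and against PPZ 2766, with 770 higher and 1996 lower. In each of these comparisons, 1 of the 10 splits of the 6 libraries, the real one, gave as many genes, and 3 libraries against 3 cannot give a smaller share than 0.1. Against mock, the excess of higher genes was not stable. It reversed with the replicate block (312 higher and 433 lower), without mock replicate 2 (393 and 522) and in some other fits. It stayed with DESeq2 (2109 and 1473). Against PPZ, library size alone moved the median log2 fold change to 0.189 and gave 1130 higher and 1754 lower genes. Glyma.14G176800 and Glyma.02G208600 had no counts after PPZ plus BL and were at least 145-fold and 128-fold lower than after PPZ, and Glyma.13G171400 and Glyma.08G300500 were at least 22.0-fold and 13.4-fold higher. Of these 4 genes, Glyma.08G300500 lost its call without PPZ replicate 2. Of the genes called in PPZ plus BL against PPZ, 1813 were also called between PPZ and BL, and all 1813 went from PPZ towards BL. These comparisons share the PPZ libraries, which alone favours a common direction. The BL libraries were therefore separated, with genes called between PPZ and a pair of BL libraries. At these genes, PPZ plus BL lay at most 3.38% of the way from the third BL library to PPZ (median). It thus sat near the state after BL, although the same PPZ libraries chose the genes and set the end of this scale. Whether BL given after PPZ moved the root tip there stays open, since libraries that received BL alone would lie there too and the order of the treatments is given differently in the labels.

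Loci outside the annotation, which the paper does not discuss, were called after BL (78 loci, 12 higher and 66 lower) and after PPZ (93 loci, 35 higher and 58 lower). They held between 0.545% and 0.638% of the counts of a library. No technical or biological explanation was tested for them.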

How the results depend on the processing

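Counts of called genes stayed within 1.5 times their value with median-ratio size factors, library size alone and a mean of at least 50 counts in all 6 comparisons between groups. DESeq2 gave 3802 genes after BL and 4294 after PPZ. A test against a fold change of 3 gave 247 genes for BL against mock, 502 for PPZ against mock, 249 for PPZ plus BL against mock, 695 for PPZ plus BL against PPZ, 0 for PPZ plus BL against BL and 394 for PPZ against BL. That test requires more than the estimate passing the threshold and recovered 0 of 200 genes changed by 2 on the log2 scale in simulated data. With so few genes changed in the simulation, that share need not hold for the data. With no fold threshold the counts were 7707, 6984, 5040, 6972, 2 and 9495 in the same order, by construction no lower than with it.

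The 2 genes called in PPZ plus BL against BL became 186 with DESeq2, 21 with no filter on low counts, 11 with all 12 libraries in one fit and 0 with the replicate block, where the cause was not tested. At an unadjusted p under 0.05, 7734 genes differed in this comparison.

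Replicate numbers did not pair the libraries. Correlations of residuals between libraries with the same number lay between -0.3 and 0.15, and 12 of 18 were below 0. With the replicate number as a block, 2347 genes were called after BL, 2397 after PPZ, 745 in PPZ plus BL against mock, 2147 in PPZ plus BL against PPZ, 2161 in PPZ against BL and 4609 in the interaction. Under the block, 805 genes were co-regulated, 98.14% of them in the same direction, with r of 0.9123.

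Across the 6 fits of each comparison that left out one library, the count ran from 937 to 4643 genes for BL against mock, from 1625 to 4468 for PPZ against mock, from 649 to 4304 for PPZ plus BL against mock, from 2057 to 2790 for PPZ plus BL against PPZ, from 0 to 74 for PPZ plus BL against BL and from 1875 to 2427 for PPZ against BL. The interaction ran from 3908 to 9116 genes across 12 fits. A fit with fewer libraries has less power, so a lower count does not by itself mark the library left out. In the comparisons with mock and in the interaction the highest count came without mock replicate 1. Mock 1 is the mock library farthest from the other two, and the cause of the rise without it was not tested.

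The number of co-regulated genes was 1861 with DESeq2, 808 with a mean of at least 50 counts, 96 in the test against a fold change of 3 and 3089 with no fold threshold. It ran from 431 to 2314 across the 9 fits that each left out one library. The share in the same direction was 100% in the test against a fold change of 3 and ran from 94.93% to 98.14% without one library. The correlation was 0.9455 in the test against a fold change of 3, 0.8834 with no fold threshold and from 0.8834 to 0.9141 without one library. Where no construction is named here, the cause was not tested. With separate mock libraries, which leave 1 mock library on one side, it was 0.8653, 0.8943 and 0.8509 with mock 1, mock 2 and mock 3 alone for BL, and 0.8376, 0.8672 and 0.8986 with mock 1, mock 2 and mock 3 alone for PPZ.

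Of the 8 gene families, 7 were over-represented after BL, 4 after PPZ and 7 among co-regulated genes. Kinesin genes were not over-represented after PPZ in the main list (12 of 122 called, adjusted p = 0.437, Fisher's exact test). They were with the gene list from DESeq2 (24 of 131 called, adjusted p = 3.26e-03, same test). Decreased genes alone, a shorter list by construction, gave 1 family in each list, and the mixed fry test gave 8 after PPZ. The gene list from DESeq2 gave 2 of 4 transporter families after BL and 2 after PPZ, where the main list gave 1 and 1. The fry test, added for these families after the data were seen, gave 3 after BL and 1 after PPZ in its directional form and 4 and 4 in its mixed form. The number of named transporter genes called ran from 3 to 5 after BL and from 2 to 6 after PPZ without one library.

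Among 406 values of 34 single genes, none changed sign, 39 lost a call and 4 gained one. Over all 6 comparisons of the named genes, 9 of 126 log2 fold changes changed sign in another fit, none of them called and none above 0.42 in size with all libraries. With other scalings, 5 of 72 family medians changed sign, none larger than 0.16, among them that of the ZIP family after PPZ, from 0.09 to -0.03 with library size alone. Among 152 values of 32 single families, 17 no longer passed an adjusted p of 0.05 and 21 newly did.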

Differences from the paper's values

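The number of co-regulated genes was 1217 against the paper's 1851, and the number of these changed in the same direction was 1178 against the paper's 1797. Of the alternatives set before the data were examined, those within 1.5 times the paper's values were DESeq2, the tool that the paper's methods name (1861 and 1807 genes), no filter on low counts (1324 and 1284), all 12 libraries in one fit (1817 and 1770) and the fit without mock replicate 1 (2314 and 2271). Median-ratio size factors, library size alone, a mean of at least 50 counts, the replicate block, the test against a fold change of 3, no fold threshold and the other fits that left out a library were not. In the comparisons the authors deposited, 1851 genes pass the thresholds after both treatments, and 1212 of them are among the genes called here. Their correlation there is 0.8969, where the paper's text gives 0.8987.

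The paper lists DNA replication and defense response among the categories most enriched after PPZ. Replication initiation genes were not over-represented after PPZ in the main list (adjusted p = 0.216, Fisher's exact test), and they were with the gene list from DESeq2 (5.80e-07) and in the directional fry test (2.12e-02). Defense response genes were not over-represented either (adjusted p = 0.216, Fisher's exact test), and passed in the mixed fry test alone (1.09e-05).

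In its quantitative RT-PCR the paper reports GmPHT1;2 as repressed by both treatments and GmPHT1;1 as reduced by BL. In the RNA-seq counts, GmPHT1;2 had log2 fold changes of 0.83 and 0.47, and GmPHT1;1 of -0.22 after BL, with genes matched by position. GmKT2 after BL had a log2 fold change of -1.09 and was called in none of the fits that kept the fold threshold, although its adjusted p of 8.94e-03 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) passes without it. GmZIP2 after BL was not called, and was with DESeq2, median-ratio size factors, no filter on low counts, all 12 libraries in one fit and without mock replicate 1.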

Other observations

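The tests of explanations in this part were chosen after the results were seen. BL and PPZ moved the same genes in the same direction. Shared mock libraries were argued against as the whole explanation. Groups simulated with effects that fall on genes independently gave at most 448 genes called in both comparisons with the same mock libraries, against 1217 observed, although the simulated errors were drawn gene by gene. With no mock library in common, which leaves 1 mock library on one side, 91.31% or more of the genes called in both comparisons changed in the same direction, and r across all genes was 0.4233 or higher. Independent effects gave at most 71.01% and 0.09899 when divided in the same 6 ways. Low counts were argued against in the same way, by r of 0.4213 or higher across all genes with a mean of at least 50 counts, against at most 0.0377 with independent effects. A few abundant genes were argued against as well, since the share of counts of the top 100 genes could shift all other genes by at most 0.0474 on the log2 scale, and in one direction. A difference between mock and every treated library stays open. Of the genes changed alike after BL and PPZ and tested in PPZ plus BL against mock, 100% changed in that direction there as well, which a common response of the treatments would give too. The same mock libraries also chose these genes, so this share decides nothing. In the simulations of unchanged groups, shared mock libraries alone gave 97.37% or more among the top-ranked genes of 2 comparisons. In BL against mock and in PPZ against mock, 1 of the 10 splits of the 6 libraries, the real one, gave as many genes.

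PPZ plus BL libraries differed from BL libraries at 2 genes, Glyma.19G033900 (a cytochrome P450 gene, log2 fold change 2.16) and Glyma.13G364700 (a glycosyl hydrolase gene, log2 fold change -2.69), named after their values were seen. Each was called in 2 of 6 fits that left out one library. Here too 1 of the 10 splits, the real one, gave as many genes. The same PPZ plus BL libraries gave 2766 genes against PPZ, so they could show differences as large as those. Smaller differences from BL could still be missed, and DESeq2 called 186 genes, so too little power stays open. That most of the PPZ response was still present was argued against. At genes called between PPZ and a pair of BL libraries, PPZ plus BL lay at most 3.38% of the way from the third BL library to PPZ (median), and 41.3% to 57.2% of these genes lay towards PPZ. Whether part of it remained stays open. Nucleosome genes had a median log2 fold change of -0.62 in PPZ plus BL against BL, with 85 of 90 lower, and one of -0.6 in PPZ against BL. The summed Bet v I counts, 5466 CPM or more in PPZ plus BL libraries and at most 4775 CPM in BL libraries, also lay towards PPZ (mean 10190 CPM). These families were picked for their values, and a response of their own to both treatments would give the same. Whether these libraries received BL alone stays open. At an unadjusted p under 0.05, 7734 genes differed against 1771 expected, and at most 2888 in another split of the libraries, which a batch difference could also give.

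Kinesin, replication and nucleosome genes were higher after BL. Gene length was argued against, since nucleosome genes, with a median length of 963, had a median log2 fold change of 1.13 and kinesin genes, with a median length of 3757, one of 0.89. Reads shared between copies were argued against by the summed nucleosome counts, 1.84 times those of mock, with every BL library above every mock library. A larger share of dividing cells in the root tip may contribute. The 71 cyclin genes tested had a median log2 fold change of 0.7 after BL and 0.37 after PPZ. A second list, of 473 ribosomal protein genes, had medians of 0.56 after BL and -0.04 after PPZ. It thus did not rise after PPZ, where replication genes had a median of 1.47. Higher expression per cell gives the same rise after BL in bulk RNA, so the explanations cannot be told apart. Between PPZ and BL, 1 of the 10 splits of the libraries, the real one, gave as many called genes (2445).

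Mock 1 lay nearer the treated libraries than the other two mock libraries did. Its distance to the nearest treated library was 138.6, against 172.9 and 174.4. Treated RNA mixed into mock 1 was argued against. At 170 genes low in mock 2 and mock 3 and high in every treated library, mock 1 stood at a median of 11.3% of the way to the treated level (quartiles 2.5% and 27.6%), while at 129 genes that were high in mock 2 and mock 3 it stood at 61.1% (quartiles 32.0% and 75.1%), where mixing would give equal values. Whether mock 1 came from another mock treatment time stays open, since the labels do not say which.

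The one brassinosteroid synthesis gene with a name in the gene table, CYP90A15 (Glyma.11G228900, matched by position), had log2 fold changes of 0.50 after BL, 0.92 after PPZ and 1.01 after PPZ plus BL, and was not called (adjusted p = 0.234, 0.0595 and 0.0421, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).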
